A study of Homo sapiens with 8 samples. Its data were reported in "Immunoproteasome function maintains oncogenic gene expression in KMT2A-complex driven leukemia" (2023).

How the data were processed

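RNA-sequencing was analysed from 8 libraries of MOLM-13, a human acute myeloid leukemia cell line with a rearranged KMT2A gene. Cells in 4 libraries had received the diluent DMSO and cells in the other 4 had received 100 nM PR-957, each for 72 h. PR-957, also called ONX-0914, is an inhibitor of the immunoproteasome subunit PSMB8. Groups and replicate numbers were taken from the sample titles.

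The authors aligned reads to hg38 with STAR and, per the file headers, counted fragments per gene with featureCounts 2.0.1, requiring both ends to map, on the reverse strand and against NCBI RefSeq gene models. The deposited values were raw fragment counts per gene, with no normalization by the authors. The counting command in the header named 16 libraries. The table held 8 of them, and the remaining 8 were not analysed here. Of the gene rows, 6 held no values and were left out, which left 38551 genes. A further 3 gene names had been turned into dates, of which 1 was tested and none was named here. In total 14724 genes had 0 counts in all 8 libraries. The authors also deposited a table of their own comparison, with a mean count, a log2 fold change, its standard error and p-values per gene from DESeq2, written with decimal commas that were converted to decimal points. Of 19964 genes in the authors' deposited table, 3482 had no adjusted p and stayed without one.

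Total counts per library ran from 16675036 to 23111223. Duplicate libraries were looked for with a chi-square comparison of counts for each pair of replicates. The lowest value per gene was 3.32 for DMSO replicates 1 and 3, where sampling noise alone gives about 1, so every library was kept as a separate replicate. A count of 0 in 1 library was read as at most 3 counts, which corresponded to between 0.130 and 0.180 CPM by library, where CPM are counts scaled to a common library size. These limits and the 95% intervals given for ratios of low counts cover counting error only, since amplified fragments are not independent molecules. Whether molecular identifiers were used is not given in the sources used here.

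PR-957 was compared with DMSO by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (glmQLFit with robust estimation and glmQLFTest), two-sided, with no covariate and all 8 libraries in a single fit. Libraries were scaled by the trimmed mean of M-values (TMM). The filter filterByExpr kept 13179 genes, which held 99.9% of the counts. P-values were adjusted by Benjamini-Hochberg over all genes tested. Standard errors (SE) were the absolute log2 fold change divided by the square root of the F statistic. CPM values were TMM-normalised and are given as mean ± SD with n = 4 per group. Measures of whole libraries were compared by exact permutation tests over all splits into 4 and 4, for which the smallest two-sided p is 0.0286.

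Before the data were examined, 13 gene lists were written. Of these, the list of KMT2A targets came from the study's text, with its HOXA cluster written out gene by gene. The remaining 12 came from general knowledge. Lists were tested with camera from limma 3.58.1 on normalised log2 CPM, two-sided, with a preset inter-gene correlation of 0.01 and adjustment over the 13 lists. The test fry and camera with an estimated correlation served as checks. For genes in lists, calls were also counted when adjusted over the list alone. The rule for genes named in the text was also set then. It took the 21 KMT2A targets of the study's text, together with PSMB5 to PSMB10, BASP1, MYC, KMT2A and MEN1, among others. It added the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, an average log2 CPM of at least 1, a gene symbol and no overlap between the groups. The last part was the gene with the largest absolute log2 fold change past the threshold in each other list. The rule gave 52 genes, of which 51 were tested. The values of 2 of them are not reported here. Any other gene named was chosen after its values were seen.

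Alternatives fixed beforehand were DESeq2 1.42.0, limma-voom, scaling by RLE, by the upper quartile or by library totals alone, no filter on low counts, a filter of at least 1 CPM in at least 4 libraries, the replicate number as a block, and leaving out each of the 8 libraries in turn. For counts with a fold threshold, glmTreat and an unadjusted p were added. After the data were seen, fits with replicates 1 and 2 against 3 and 4 as a batch term, fits within each of these pairs of replicates, and a correction for transcript length and GC content were added. Length and GC content came from the longest GENCODE v44 transcript of each symbol and were found for 92.5% of tested genes.

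The fit was tested on simulated data for the comparison of PR-957 with DMSO, in which 200 of 13042 genes were changed 1.5-fold or 2-fold. edgeR recovered 81.0% of the changed genes (89.0% of those changed 2-fold and 73.0% of those changed 1.5-fold), and 7.18% of its calls were unchanged genes. These 200 changes were even in both directions and held no batch, while 46.6% of tested genes were called in the data. The rates therefore do not test library scaling or error where so many genes change. A simulated list of 20 genes shifted by -0.30 on the log2 scale gave a median of -0.29. Coordinates are those of the deposited count table, on hg38 and counted from 1. Genes that the table places on both a primary chromosome and an alternate or fix contig were marked, because reads that align to both places can be lost in counting.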

Results

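To assess how inhibition of the immunoproteasome changes transcription in KMT2A-rearranged leukemia, RNA-sequencing counts of MOLM-13 cells treated with 100 nM PR-957 for 72 h were compared with those of cells that received DMSO. MOLM-13 is an acute myeloid leukemia line that carries a KMT2A fusion, and PR-957 inhibits PSMB8, a catalytic subunit of the immunoproteasome. Each group held 4 libraries. Total counts of DMSO replicates 1 to 4 were 16675036, 18247973, 17299743 and 23111223, and those of PR-957 replicates 1 to 4 were 17894939, 18750655, 21151092 and 16996835 (exact permutation p = 0.914, two-sided). The deepest library was DMSO replicate 4. A principal component analysis of log2 CPM separated the treatments on its first component, which held 59.5% of the variance. The second component held 13.5% and set replicates 1 and 2 apart from replicates 3 and 4 in both groups.

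Treatment with PR-957 changed 6143 of 13179 genes at an adjusted p under 0.05 (edgeR quasi-likelihood test), of which 3045 were higher and 3098 lower. The lowest count among the alternatives was 4681 genes, in replicates 3 and 4 only. Replicates 1 and 2 only gave 5327 genes. Of the genes called with all libraries, 84.7% showed no overlap between the 4 DMSO and the 4 PR-957 libraries. Among all tested genes this share was 42.5%, where chance gives 2.86%. The share of increases among the calls depended on library scaling. With library totals alone, 4066 genes were higher and 2353 lower.

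With a further threshold of at least 1.5-fold, 896 genes were higher and 922 lower, 1818 in total. Replicates 1 and 2 only gave 1690 such genes and replicates 3 and 4 only gave 1922. When the fold threshold itself was tested with glmTreat, 540 genes passed it. At least 2-fold changes were found for 346 higher and 315 lower genes, 661 in total, against 125 genes with glmTreat and 1021 genes without a filter on low counts. Within replicates 1 and 2 the count was 697, and within replicates 3 and 4 it was 789.

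The largest decreases by the naming rule were those of EGR3, MIR210HG, SLC6A9, STC2 and INHBE. STC2 (chromosome 5, 173314723 to 173329503) fell from 56.0 ± 2.99 to 3.43 ± 0.657 CPM, a log2 fold change of -4.01 (SE 0.10, adjusted p = 5.24e-16). SLC6A9 fell by 4.40 and INHBE by 3.96 on the log2 scale. EGR3 and MIR210HG had few counts under PR-957. EGR3 had 341 counts in the DMSO group and 8 in the PR-957 group, a ratio of 42.3 with a 95% exact counting interval of 21.2 to 98.8. MIR210HG had 477 and 14 counts, a ratio of 33.8 with an interval of 19.96 to 62.3, and the table also places it on an alternate contig. In both genes DMSO replicate 4 held the most counts, 199 for EGR3 and 320 for MIR210HG. Without it the log2 fold changes were -4.68 for EGR3 and -4.04 for MIR210HG, against -5.31 and -4.97 with all libraries. Without PR-957 replicate 4 the value for MIR210HG was -6.03. In replicates 3 and 4 only, MIR210HG did not pass the threshold (adjusted p = 0.109), in a range from 1.67e-12 to 0.109 over 19 alternatives.

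The largest increases were those of S100A8, MECOM, S100A9, LYZ and CDA. S100A8 (chromosome 1, 153390032 to 153422583) rose from 1.12 ± 0.237 to 12.4 ± 0.770 CPM, a log2 fold change of 3.45 (SE 0.16, adjusted p = 2.61e-12). LYZ (chromosome 12, 69348381 to 69354234) rose from 153 ± 16.2 to 820.0 ± 104 CPM, with a log2 fold change of 2.42. MECOM, S100A9 and CDA had log2 fold changes of 3.31, 2.73 and 2.23. MECOM had 27 counts in the DMSO group and 280 in the PR-957 group, and without DMSO replicate 4 its log2 fold change was 4.01. Of these 10 genes with the largest changes, all kept their direction in replicates 1 and 2 only and in replicates 3 and 4 only.

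**Figure D1:**
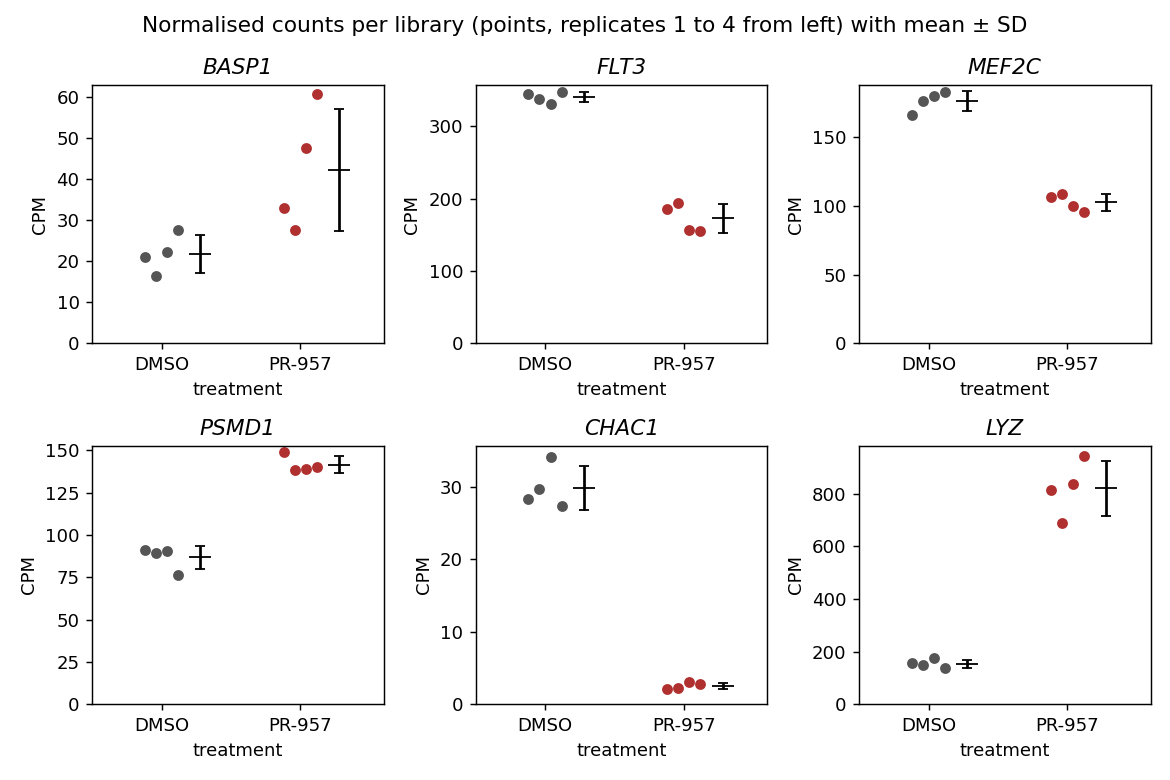
TMM-normalised CPM (vertical axis, starting at 0) of 6 genes in the 4 DMSO libraries (grey) and the 4 PR-957 libraries (red), with the mean ± SD of each group in black. FLT3 fell from a mean of 340.4 to 173 CPM, and BASP1 ran from 16.5 to 27.7 CPM in DMSO and from 27.7 to 60.7 CPM in PR-957 libraries.

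The next question was whether genes bound or driven by KMT2A fusions change under PR-957. For this, 21 target genes were examined. The study names some of them singly as lower and the HOXA genes only as a cluster, not each by name. Since that list was chosen on these libraries, its calls are not independent evidence. Of the 21 genes, 15 were lower at an adjusted p under 0.05 (edgeR), and 16 were lower when adjusted over the list alone. The number lower ranged from 12 in replicates 3 and 4 only to 16 with a 2-level batch term, and it was 14 in replicates 1 and 2 only. The median log2 fold change of the list was -0.35. At least 1.5-fold decreases were seen for 6 genes. AXL (chromosome 19, 41219223 to 41261767) had the largest, from 5.39 ± 2.24 to 1.44 ± 0.568 CPM with a log2 fold change of -1.92 (SE 0.32, adjusted p = 0.000237). Its log2 fold change was -1.14 in replicates 1 and 2 and -2.72 in replicates 3 and 4. FLT3 (chromosome 13, 28003274 to 28100587) fell from 340.4 ± 7.24 to 173 ± 19.7 CPM, a log2 fold change of -0.98 (SE 0.07, adjusted p = 1.1e-09). HOXA3, MEF2C, PBX3 and HOXA9 had log2 fold changes of -0.81, -0.78, -0.74 and -0.61. For HOXA9, 72.4% of exon bases are shared on the same strand with the HOXA10-HOXA9 readthrough gene, and for HOXA10 7.83%, so counts of both are uncertain.

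RUNX2, VENTX, HOXA10, HOXA13, HOXA5, MEIS1 and GNAS had log2 fold changes between -0.51 and -0.33. CDK9 and CDK6 showed the smallest called decreases. CDK9 had a log2 fold change of -0.16 (adjusted p = 0.0196). It did not pass the threshold without PR-957 replicate 3 (adjusted p = 0.0542), with library totals alone (0.190), in replicates 1 and 2 only (0.204) or in replicates 3 and 4 only (0.0603), in a range from 0.00981 to 0.204 over 19 alternatives. CDK6 had a log2 fold change of -0.14 (adjusted p = 0.0458), and 10 of 19 alternatives put it above the threshold, with adjusted p from 0.0115 to 0.372. These included the fits without DMSO replicate 2 (0.0640) or 3 (0.124) and without PR-957 replicate 1 (0.134), 3 (0.0769) or 4 (0.0643), and the fits within each pair of replicates. Within the HOXA cluster, 5 genes were lower, while HOXA2, HOXA4, HOXA6, HOXA7 and HOXA11 were not called. HOXA7 had a log2 fold change of -0.27 (adjusted p = 0.0539) and passed the threshold in 4 of 19 alternatives, among them the fit without DMSO replicate 4 (0.00661), replicates 1 and 2 only (0.0213) and a 2-level batch term (0.0428), in a range from 0.00661 to 0.473. In replicates 3 and 4 only, HOXA5 did not pass the threshold, with an adjusted p of 0.05002 in a range from 0.00318 to 0.05002. Transcripts of KMT2A itself did not differ beyond replicate error (log2 fold change -0.08, SE 0.07, adjusted p = 0.393), and the sign changed with library totals alone.

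**Figure D2:**
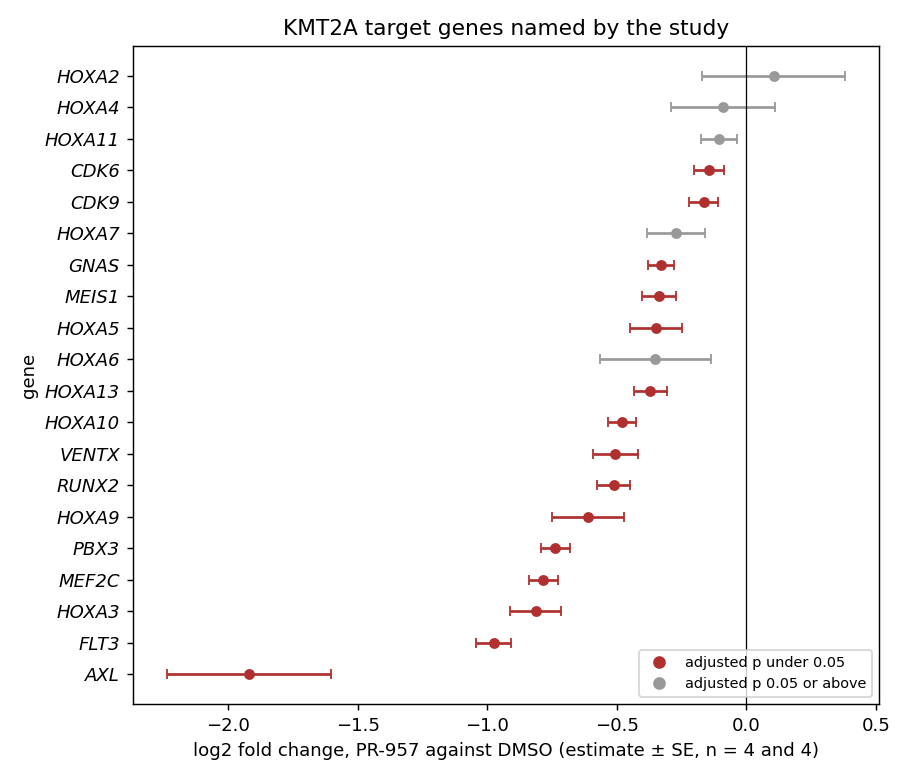
Log2 fold change of PR-957 against DMSO (horizontal axis, estimate ± SE, n = 4 per group) for 20 KMT2A target genes. The study named them singly or as the HOXA cluster. Points are red where the adjusted p was under 0.05 and grey otherwise. Values ran from -1.92 for AXL to 0.11 for HOXA2, and 15 genes lay below 0 past the threshold.

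The list test placed these KMT2A targets below other genes (camera adjusted p = 1.63e-05, fry adjusted p = 3.88e-05). A second list of KMT2A-fusion targets that the study does not name had a median of -0.19, with 10 of 17 tested genes lower and 3 higher, and the same numbers when adjusted over the list alone (camera adjusted p = 0.0114, fry adjusted p = 6.27e-05). The genes in this list that were higher, chosen here after their values were seen, were LAMP5, TCF4 and FUT4. BCL2 had the largest change in it, a log2 fold change of -0.98 (SE 0.06, adjusted p = 3.48e-10).

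Inhibition of the proteasome can raise transcripts of its own subunits, and 33 constitutive subunit genes were examined for this. The study had reported such a rise from these libraries, so calls in this list are not independent evidence of it. Of 31 tested, 22 were higher and 0 lower at an adjusted p under 0.05 (edgeR), with the same numbers when adjusted over the list alone. DESeq2 and limma-voom also called 22 genes higher and 0 lower, and at an unadjusted p under 0.05 edgeR called 24 higher and 0 lower. The count was 22 in replicates 1 and 2 only and 18 in replicates 3 and 4 only. Increases were small, with a median log2 fold change of 0.23, and only PSMD1 passed 1.5-fold. PSMD1 (chromosome 2, 231056864 to 231172827) rose from 86.9 ± 6.89 to 142 ± 5.08 CPM, a log2 fold change of 0.71 (SE 0.06, adjusted p = 1.99e-08). The catalytic subunits PSMB5, PSMB6 and PSMB7 had log2 fold changes of 0.37, 0.53 and 0.21 (adjusted p = 6.5e-05, 8.93e-07 and 0.00955). PSMB7 did not pass the threshold in replicates 3 and 4 only, with an adjusted p of 0.128 in a range from 0.000388 to 0.128. The list test gave a camera adjusted p of 2.68e-06 and a fry adjusted p of 0.00185.

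Transcripts of the immunoproteasome could be measured only in part. PSMB9 and PSME1 had 0 counts in all 8 libraries, as did the constitutive subunit genes PSMB3 and PSMC4, and PSME2 had between 4 and 17 counts per library. All of these are placed by the table on both a primary chromosome and an alternate or fix contig, so their level is unknown rather than low. PSMB8 (chromosome 6, 32840717 to 32844679), the target of PR-957, has such a second placement too. Its counts gave 8.43 ± 1.03 CPM in DMSO and 7.60 ± 1.65 CPM in PR-957 libraries, a difference within replicate error (log2 fold change -0.15, SE 0.15, adjusted p = 0.438). PSMB10, which has no second placement, had a log2 fold change of 0.22 (SE 0.09, adjusted p = 0.0692), and its adjusted p ranged from 0.000819 to 0.182 over 19 alternatives. It passed the threshold in 9 of these, among them limma-voom (0.0486), upper-quartile scaling (0.0464), library totals alone (0.00495), no filter on low counts (0.00331), a 2-level batch term (0.0290), replicates 1 and 2 only (0.00844) and the fits without DMSO replicate 1 (0.0111) or PR-957 replicate 4 (0.0251). With 2 genes tested, the immunoproteasome list had a median of 0.04, which fell to -0.05, -0.02 and -0.01 without PR-957 replicate 1, DMSO replicate 4 or PR-957 replicate 2, and gave no call (camera adjusted p = 0.870, fry adjusted p = 0.962).

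BASP1, a repressor that the study places upstream of KMT2A targets, was tested next, followed by MYC and MEN1. Only transcripts were measured here. The study rests its claim on BASP1 protein levels, DNA binding, a genome-wide CRISPR/Cas9 screen and overexpression, which these counts do not test. BASP1 (chromosome 5, 17216823 to 17276845) rose from 21.8 ± 4.62 to 42.2 ± 14.9 CPM, a log2 fold change of 0.94 (SE 0.30, adjusted p = 0.0398). The call was lost without a filter on low counts (0.0707) and without DMSO replicate 1, 2 or 3 and without PR-957 replicate 3 or 4, with adjusted p of 0.0907, 0.0932, 0.0823, 0.0947 and 0.0662, in a range from 2.75e-09 to 0.0947 over all 19 alternatives. With a 2-level batch term the adjusted p was 0.000288. Within replicates 1 and 2 its log2 fold change was 0.70 and within replicates 3 and 4 it was 1.10, both past the threshold. MYC was lower, with a log2 fold change of -0.57 (adjusted p = 3.37e-07). MEN1 was higher, with a log2 fold change of 0.28 (adjusted p = 0.0018), and did not pass the threshold in replicates 1 and 2 only, with an adjusted p of 0.0761 in a range from 0.00022 to 0.0761.

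Of the 13 gene lists, 7 passed the threshold with camera, and fry called the same 7 and 3 more. With an estimated inter-gene correlation only the list of ATF4 and integrated stress response genes passed, with an adjusted p of 0.00812. In replicates 1 and 2 only, the same 7 lists passed with camera, and mature myeloid markers as well. In replicates 3 and 4 only, 6 of the 7 passed, all but other KMT2A-fusion targets (adjusted p = 0.0644). The ATF4 list showed the largest shift of the lists tested. All 14 tested genes were lower, also when adjusted over the list alone, with a median log2 fold change of -1.85 (camera adjusted p = 1.22e-13, fry adjusted p = 1.02e-08). CHAC1 (chromosome 15, 40942137 to 40956518) fell from 29.8 ± 2.98 to 2.53 ± 0.423 CPM, a log2 fold change of -3.55 (SE 0.12, adjusted p = 2.13e-14). Heat shock genes had a median of 0.74, with 13 of 16 higher and 1 lower, and 14 higher and 1 lower when adjusted over the list alone (camera adjusted p = 1.01e-05). HSPA1B led this list with a log2 fold change of 1.21, but it has a near-identical copy, HSPA1A, and a second placement on an alternate contig, so its value is uncertain.

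Genes of S phase had a median of 0.36, with 13 of 14 higher and all 14 higher when adjusted over the list alone (camera adjusted p = 1.01e-05). Genes of G2 and M phase had a median of 0.31, with 10 of 13 higher and 11 when adjusted over the list alone (camera adjusted p = 8.45e-05). PCNA and CDC20 led them, with log2 fold changes of 0.66 and 0.73. The remaining lists gave no call with camera, with adjusted p of 0.183 for p53 targets, 0.181 for mature myeloid markers, 0.106 for MAPK output and 0.870 for both MYC and nucleolar genes and interferon response. Without a filter on low counts the first 3 passed the threshold (0.0483, 0.0334 and 0.0483). p53 targets had a median of -0.11, with 4 genes higher and 5 lower, and a fry adjusted p of 5.08e-05. GDF15 had the largest change among them, a log2 fold change of -3.35. Mature myeloid markers had a median of 0.29, with 4 higher and 2 lower, and a fry adjusted p of 0.00871. Without DMSO replicate 4 their median was 0.47 and the camera adjusted p 0.0387, in a range from 0.0157 to 0.334 over the 19 alternatives. The median was 0.39 in replicates 1 and 2 only, 0.02 in replicates 3 and 4 only, and 0.90 with DESeq2, which tested 15 genes in place of 11. LYZ led them. MAPK output genes had a median of -0.30, with 2 genes lower (edgeR, DESeq2 and limma-voom alike), and a fry adjusted p of 0.00561. Their median was -0.08 without DMSO replicate 4, -0.05 in replicates 1 and 2 only and -0.56 in replicates 3 and 4 only. ETV5 led them with a log2 fold change of -0.87. MYC and nucleolar genes had a median of -0.03 (0.04 with library totals alone, and 0.01, 0.04, 0.0033 and 0.04 without DMSO replicate 1, 2 or 3 or PR-957 replicate 3) and a mean of 0.02 with a direction of up in camera, with 3 higher and 3 lower, and NOP16 led them with a log2 fold change of 0.44. Interferon response genes had a median of -0.29 (0.34 without DMSO replicate 4 and 0.28 in replicates 1 and 2 only) and a mean of -0.33, with 1 higher and 4 lower. Their direction was down with camera and up with fry, both far from the threshold. Among its called genes BST2 had the largest change, a log2 fold change of 0.83. In these 5 lists, adjustment over the list alone gave the same numbers of calls.

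**Figure D3:**
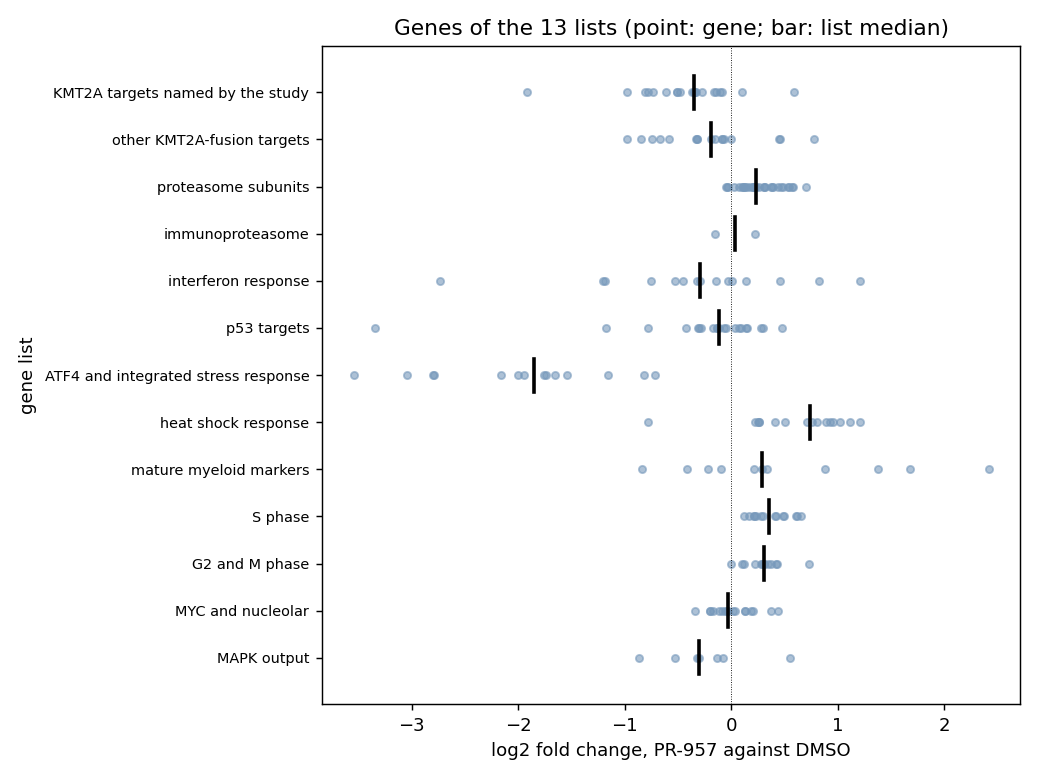
Log2 fold change of PR-957 against DMSO (horizontal axis) for every tested gene of the 13 gene lists, with 1 point per gene and a black bar at the median of each list. All 14 points of the ATF4 and integrated stress response list lie below 0, with a median of -1.85, and all 14 points of the S phase list lie above 0.

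The makeup of the libraries also differed between treatments. Mitochondrially encoded genes took 2.28 ± 0.340% of counts in DMSO and 4.70 ± 0.449% in PR-957 libraries (exact permutation p = 0.0286, adjusted p = 0.04 over 7 measures), the smallest p this design allows. Ribosomal protein genes took 18.6 ± 0.597% and 14.7 ± 0.732% (exact permutation p = 0.0286, adjusted p = 0.04). The same p values held for EEF1A1, the 10 most abundant genes and the TMM factors, while total counts and the number of genes with a count did not differ beyond replicate error (exact permutation p = 0.914 and 0.143). Mitochondrial shares ran from 1.94% to 2.75% in DMSO and from 4.15% to 5.24% in PR-957 libraries, so the groups did not overlap within either pair of replicates.

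The log2 fold changes were last set beside those of the authors' deposited table. Across 13178 genes present in both, Pearson's r was 0.998 and Spearman's rho was 0.999, a description across genes, which are not independent replicates. At an adjusted p under 0.05 and at least 1.5-fold, the authors' deposited table called 994 genes higher and 973 lower. Counted by distinct symbol, 1702 of its 1966 calls were shared with the calls made here, all in the same direction, and 185 were for genes not tested here. With DESeq2 in place of edgeR, 1833 were shared.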

Values the study reported

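For MOLM-13 cells under PR-957, the study reported 973 genes with lower and 991 genes with higher expression by RNA-sequencing.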

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

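In this part, the tests of a swapped label and of hypoxia-response genes for DMSO replicate 4 were chosen only after the result was seen. Among 116 groups of 4 libraries examined, over library measures and named genes, 10 had a library whose gap to the nearest other exceeded the critical share of the group's range. That is 8.62% of groups, where chance gives about 5%. DMSO replicate 4 held 4 of the 10.

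DMSO replicate 4 had 18814 genes with a count, against 17776 to 17870 in the other DMSO libraries. It had 55.8 CPM of PSMB6 against 62.9 to 64.1, 76.6 CPM of PSMD1 against 89.5 to 90.9, and 14.0 CPM of MIR210HG against 2.51 to 4.23. Over 11196 genes of at least 2 CPM, this library was the lone extreme of its group at 429, against 86 to 97 for the other DMSO libraries. A greater sequencing depth was tested on the next deepest library, PR-957 replicate 3. There, 0 genes lay over 2-fold from the rest of the group, against 89 genes for DMSO replicate 4 and 23, 36 and 12 for DMSO replicates 1 to 3, which argues against sequencing depth. A swap with a PR-957 library also had no counterpart in the data. Each library was placed on the genes changed at least 2-fold in a fit without it, 592 to 754 genes, and 0 libraries were nearer to the other group. On a scale from 0 for the DMSO mean to 1 for the PR-957 mean, DMSO replicate 4 lay at 0.132. A candidate explanation is a culture with more hypoxia-response transcripts. Of 17 tested genes in a list written for this purpose, 16 were higher in DMSO replicate 4 than in the rest of the group, with a median log2 ratio of 0.53, above all 10000 random lists of like expression. That list was set against the data after single genes of this kind had been seen, so this is a hypothesis. Between treatments the median log2 fold change of that list was -0.70, and -0.52 without DMSO replicate 4. The difference was not confined to such genes. Without this library the median of interferon response genes moved from -0.29 to 0.34 and that of MAPK output genes from -0.30 to -0.08. That of ATF4 genes changed little, from -1.85 to -1.89. The design names no group that would separate this library, and handling of that culture or library stays open.

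The other 6 gave no common pattern. DMSO replicate 2 had 9.44% of its counts in the 10 most abundant genes, against 9.59% to 9.61%. DMSO replicate 1 had 4.57 CPM of HOXA4 against 3.40 to 3.58, and 9.96 CPM of PSMB8 against 7.73 to 8.08. PR-957 replicate 4 had 32.2 CPM of RUNX2 against 35.3 to 35.9, and 0.506 CPM of MIR210HG against 0.0457 to 0.111, which rests on 9 counts against 1 or 2. PR-957 replicate 2 had 72.5 CPM of BCL2 against 63.4 to 64.8. No explanation was tested for these 6, and chance gives such values in about 5% of groups.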

How the results depend on the processing

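The fits with a batch term or within replicates 1 and 2 or 3 and 4, and the correction for length and GC content, were chosen only after the result was seen. Counts of changed genes stayed within 1.5 times their reported value under 19 alternatives run for each, apart from the following. Without a filter on low counts, 1021 genes passed 2-fold in place of 661, with 23827 genes tested. Testing the fold itself with glmTreat gave 540 genes for 1.5-fold and 125 for 2-fold, a stricter question by construction. Leaving out 1 library in turn gave 5305 to 6287 changed genes, 1655 to 1925 at 1.5-fold and 619 to 800 at 2-fold, with 13 to 16 KMT2A targets lower and 20 to 23 proteasome genes higher. Library totals alone moved the median log2 fold change of all genes to 0.08 and made 63.3% of calls increases, against 49.6% with TMM. No gene called both with TMM and under another setting changed direction.

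Replicate numbers were also fitted as a replicate block. Deviations from the group means of same-numbered libraries correlated at 0.151, 0.213, 0.0985 and 0.198 for replicates 1 to 4. The value for replicate 3 lay below the 0.1 required of every pair, so the numbers were not taken to pair the libraries. The replicate block gave 6913 changed genes, of which 6125 were among the 6143, with 16 KMT2A targets lower and 24 proteasome genes higher. The direction that camera gives for MYC and nucleolar genes changed under the block, with an adjusted p of 0.986, while their median stayed at -0.03. HOXA7 (0.0347) and PSMB10 (0.000819) passed the threshold, and BASP1 had an adjusted p of 2.75e-09.

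List calls depended most on the inter-gene correlation. Directions in this paragraph are those given by camera or fry, which need not match the sign of a list's median. With camera and an estimated correlation, adjusted p rose to 0.156 for the KMT2A targets named by the study, 0.293 for other KMT2A-fusion targets, 0.369 for proteasome subunits, 0.293 for heat shock, 0.293 for S phase and 0.105 for G2 and M phase. Under the other settings, 1 of 140 values for the 7 called lists crossed the threshold, 0.0644 for other KMT2A-fusion targets in replicates 3 and 4 only. With fry, p53 targets (5.08e-05), mature myeloid markers (0.00871) and MAPK output (0.00561) passed, and interferon response changed direction (0.994). Without a filter on low counts, p53 targets (0.0483), mature myeloid markers (0.0334) and MAPK output (0.0483) passed, while immunoproteasome and MYC and nucleolar genes changed direction (0.993 for both). In replicates 1 and 2 only, mature myeloid markers passed (0.0157), and interferon response (0.386) and MYC and nucleolar genes (0.765) changed direction. In replicates 3 and 4 only, the immunoproteasome changed direction (0.723). Leaving out 1 library in turn gave adjusted p of 0.683 to 0.988 for the immunoproteasome and 0.193 to 0.988 for interferon response. Without PR-957 replicate 1 both changed direction, and without DMSO replicate 4 the latter did. The ranges were 0.0387 to 0.334 for mature myeloid markers, which passed only without DMSO replicate 4, and 0.654 to 0.988 for MYC and nucleolar genes, which changed direction without either DMSO replicate 4 or PR-957 replicate 1. The cause of these changes was not tested.

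For the 51 named genes tested, 926 of 969 values kept direction and side of the threshold, 25 fell short of it, 13 newly passed it and 5 changed sign. The sign changes were in 3 genes that were not called. HOXA2 reached -0.35 in replicates 1 and 2 only, and without 1 library it ran from -0.081 (DMSO replicate 3) to 0.29 (DMSO replicate 1). HOXA4 without 1 library ran from -0.25 (PR-957 replicate 1) to 0.042 (PR-957 replicate 2), with 0.01 without DMSO replicate 1. KMT2A reached 0.00115 with library totals alone. Depth limits EGR3, MIR210HG and MECOM most, since 1 of the groups had few counts for each.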

Other observations

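The tests in this part on alternate contigs, on the further libraries behind the authors' deposited table and on a batch of replicates were chosen only after the result was seen.

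Other splits of the 8 libraries into 4 and 4 were fitted with edgeR in the same way, 35 in all. For each of 5 counts of genes, 1 of 35 splits gave a count as large, the real one, and the other 34 gave 0 genes at an adjusted p under 0.05 with edgeR and with limma-voom, including the split of replicates 1 and 2 against 3 and 4. At an unadjusted p under 0.05 edgeR gave 45 to 1464 genes in those splits and 7005 in the real one. The treatment adds to the spread in those splits, which lowers their counts. For the list tests, 1 of 35 splits gave a camera p as small for other KMT2A-fusion targets, for ATF4 and integrated stress response and for G2 and M phase, so chance can be excluded for each of these taken alone. Adjusted over 13 lists the smallest share of splits was 0.0929, so none passes that adjustment. Chance cannot be excluded in this way even singly for heat shock (3 splits), S phase (3), proteasome subunits (5), p53 targets (5), MAPK output (11), mature myeloid markers (16), the immunoproteasome (29), MYC and nucleolar genes (33) or interferon response (35). For KMT2A targets named by the study it was also 1 split, both for the camera p and for the count, but these genes were chosen on these libraries, which favours the real split, so chance cannot be excluded in this way. For proteasome subunits and S phase, estimated inter-gene correlations of 0.582 and 0.560 mean that their genes move together between libraries.

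The fall of ATF4 and integrated stress response genes under PR-957 was weighed against technical explanations. After each library's trend with length and GC content was removed, the median log2 fold change was -1.82. Under another scaling it was at most -1.77, and without any 1 library at most -1.82. It lay at percentile 0 of 10000 random lists of like expression. These values argue against gene length and GC content, library scaling, one library and a shift shared by genes of like expression as the whole cause. For proteasome subunits the same tests gave 0.28, 0.23, 0.20 and percentile 100. The study had reported this rise from these libraries, so that percentile is not independent support. For KMT2A targets named by the study the tests gave -0.38, -0.27, -0.34 and percentile 0.06. The medians argue against length and GC content, library scaling and one library as the whole cause of that list's fall. The percentile decides nothing there, because the genes were chosen on these libraries. An effect of treatment may underlie the shifts of ATF4 and proteasome genes, as a hypothesis. In replicates 1 and 2 only, the median was -1.82 for ATF4 genes and 0.24 for proteasome subunits. In replicates 3 and 4 only, it was -1.89 and 0.23. These values argue against a culture difference confined to 1 pair of replicates, while a difference between cultures that follows treatment stays open. For proteasome subunits the 5 of 35 splits above leave the list test itself open.

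The direction of that effect on ATF4 genes stays open, because the DMSO cultures could have risen as well as the treated cultures fallen. The authors' deposited table gave a mean above 0 to 37 genes that had 0 counts in all 8 libraries, so more libraries may have entered that fit. Relative to the 8 libraries, its mean counts were never lower than 0.504 times their typical ratio, and a mean over 16 libraries could not go below 0.5. If that mean did cover the 16 libraries of the counting command, the mean of the other 8 follows from it. For ATF4 genes, this mean differed from the PR-957 level by a median of 0.01 on the log2 scale and from the DMSO level by -1.64. For 12 of 14 of these genes the DMSO mean was above the highest mean that any 4 of the other 8 libraries can have. For KMT2A targets named by the study this was so for 0 genes, which decides nothing. To pass, the DMSO mean must be over 2-fold above the mean of the other libraries. Apart from AXL, these targets differed by less than 2-fold between treatments, so small changes alone can give that count. Other lists were compared in the same way, by medians of signed log2 differences over called genes. In heat shock, S phase and G2 and M phase the other libraries lay nearer to the PR-957 level (medians of -0.06, 0.00265 and -0.05) than to the DMSO level (0.56, 0.41 and 0.33). The same held for proteasome subunits (0.29 against 0.60) and KMT2A targets named by the study (0.17 against -0.24). In the following lists called genes were more mixed in direction. Signed differences can then cancel, so the medians do not show which level was nearer. These were mature myeloid markers (0.15 against 0.34), other KMT2A-fusion targets (0.24 against -0.14), p53 targets (0.30 against 0.09), interferon response (0.24 against 0.08) and MYC and nucleolar genes (-0.19 against -0.04). No sample label states what the other libraries were given. Their names in the counting command carry the letters D and P, with another leading number. Read like the names of the 8 libraries here, they would be DMSO and PR-957 libraries of another time point. Their mean would then mix both treatments. For the 12 genes above, the DMSO mean here would exceed that of the other DMSO libraries. This reading rests on names alone, so a rise in DMSO cultures and a fall under PR-957 cannot be told apart.

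Low counts at immunoproteasome and proteasome subunit genes are a candidate technical effect of reads shared with alternate or fix contigs. Of 38 subunit genes, 5 had under 1 CPM, and all 5 were placed on such a contig as well, against 1 of the remaining genes, PSMB8 (Fisher's exact test, two-sided p = 1.2e-05). Among coding genes listed in the authors' deposited table, the median in these counts was 0.937 CPM for 507 genes with such a placement and 20.2 CPM for 13936 without one. Not every such gene was low, since 50.9% of the former and 23.1% of the latter were under 1 CPM. Interferon genes TAP1 and IRF9 and the ATF4 target SESN2, chosen after their values were seen, have such a placement and were not tested. Any statement on PSMB8, PSMB9 or PSME1 from these counts is limited by this.

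The share of mitochondrially encoded transcripts rose under PR-957. A few genes taking most of the counts could shift all other shares, so 90 abundant nuclear genes, among them ribosomal protein genes and EEF1A1, were left out of the total. The share in PR-957 libraries was then still 1.93 times that in DMSO libraries, with no overlap, and 13 of 13 tested mitochondrial genes were higher. That argues against this explanation, while the biological alternatives of treatment or of culture state stay open and untested.

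Replicates 1 and 2 lay apart from replicates 3 and 4 in both groups. Fitted beside treatment, this parting called 347 genes, while the other ways of parting the 4 replicate numbers called 0 genes each (edgeR). With limma-voom the numbers were 308, 0 and 0, and at an unadjusted p under 0.05 with edgeR they were 1956, 1083 and 236. This is consistent with a batch shared by replicates of both groups, which the labels do not name. It crosses treatment evenly, and the changed genes numbered 6668 with it as a term.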
